A study of Mus musculus with 6 samples. Its data were reported in "Cohesin Core Complex Gene Dosage Contributes to Germinal Center Derived Lymphoma Phenotypes and Outcomes" (2021).

How the data were processed

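Single cell RNA-seq was available for 6 libraries of mouse germinal center (GC) B-cells from mice that carry the *Cγ1*-Cre allele, which is active in B-cells entering the GC reaction. Per the labels, 3 libraries came from *Smc3* wt/wt mice and 3 from *Smc3* heterozygous mice, written *Smc3* wt/- here. The genotype and the replicate number of each library were taken from its title. *Smc3* encodes a core ATPase subunit of cohesin, the ring complex that folds chromosomes into loops. The study describes the material as splenic cells sorted after immunization with sheep red blood cells. It also integrated additional wild-type libraries with its *Smc3* libraries, and these were not analysed here.

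The deposited counts were whole numbers of unique molecular identifiers (UMIs) per gene and cell barcode, not normalized. According to the methods of the study, the authors prepared 3′ gene expression libraries on the 10x Genomics Chromium platform and made one matrix of features by barcodes per library with Cell Ranger and its manufacturer's parameters. Libraries of this kind count the 3′ end of a transcript, so a transcript that lacks an upstream exon is still counted. The matrices held only barcodes that Cell Ranger had called as cells. The genome build used for these libraries was not stated. Of the 31053 features, 31011 had a gene identifier present in GENCODE release M21 (GRCm38), from which coordinates were taken. There were 35 repeated symbols, whose features were kept apart.

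Barcodes with at least 500 detected genes and at most 10% mitochondrial UMIs were retained, which left 21568 of 22939 barcodes. Doublets were treated by removing the highest Scrublet scores of each library (Scrublet as in scanpy 1.11.5), at an assumed rate of 0.8% per 1000 barcodes. This removed 759 barcodes, or 3.52%, and 20809 cells were kept. Cells were then clustered in Seurat 5.3.0 under R 4.3.3. Of 2000 variable genes, 1840 were used after leaving out the genes of the tested lists, the checked genes, and immunoglobulin, mitochondrial and ribosomal protein genes. Libraries were integrated by reciprocal PCA with 30 principal components, 20 neighbours and a resolution of 0.5. Clusters were named from markers fixed before the data were examined. The scoring rule that turns markers into a name was written after the clusters had been seen. It read the 10 genes with the highest fold over the other clusters (CPM with a pseudocount of 10), asked for at least 3 detected markers, gave a name outside the B lineage only where *Cd79a* was at most 20% of its median over clusters, and called plasma cell clusters with positive S phase scores plasmablast-like (PB-like). Of the 15 clusters, 2 were led by haemoglobin genes and received no name. Names end in "-like" because they rest on transcripts alone, and a difference from the study may come from rebuilt names. PB-like and plasma cell-like (PC-like) cells together are called plasma-lineage cells.

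Cells are not replicates, so UMIs were summed per library and class. The sums were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test) and Benjamini-Hochberg adjustment at 0.05, with 3 libraries per genotype and no covariate. A class was tested where every library had at least 20 of its cells. The methods of the study state no test across mice for its single cell data, which is why libraries were taken as the replicates. Gene lists were tested with fry (limma 3.58.1) as a two-sided directional test, with the mean log2 fold change of the tested genes as the size. The lists were a plasma cell list of 16 genes, a secretory pathway list of 21 genes, a B cell list of 22 genes and the 32 mouse symbols matching a signature of *Smc3* haploinsufficient centrocytes from the study (the centrocyte signature). The methods of the study label its genes as raised, while its results describe the genes of that analysis as repressed, so the direction is open. The centrocyte signature was chosen by its authors on other libraries. The first 3 lists stand in for the division-based signatures of the study, whose genes were not used here. Whether a list changed differently in plasma-lineage and centrocyte-like (CC-like) cells was tested as an interaction in a joint fit. For single cells, a score was the mean log1p of counts per 10000 over a list, after thinning every cell to 2000 UMIs and leaving out shallower cells. Scores and shares of cells were compared across libraries with exact two-sided permutation tests. With 3 against 3 libraries the smallest p is 0.1, so no such test could pass 0.05. Intervals on shares are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only.

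Genes to be named were fixed as the cohesin genes, their regulators, the genes that the study singles out, and up to 5 rising and 5 falling genes per class past the threshold whose libraries do not overlap. No gene met the last criterion. The groups, markers, lists, tests, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 and its size factors (RLE), no low-count filter, immunoglobulin genes left out, the replicate number as a block, camera with an estimated correlation, limma-voom with a library block, a looser cell filter (200 genes, 20% mitochondrial UMIs), doublets kept, no integration, a resolution of 1, thinning to 1000 UMIs or not thinning, and leaving out each library in turn. Sex as a covariate, scores with immunoglobulin UMIs left out before thinning, and fits of every list in each of the 4 classes without replicate 2 labelled *Smc3* wt/-, with and without a replicate block, were added after the data had been seen. A neutrophil precursor list (*Elane*, *Mpo*, *Prtn3*, *Ctsg*, *Ngp*, *Camp*, *Ltf*, *Lcn2*, *Chil3*) and a B cell precursor list (*Vpreb1*, *Vpreb2*, *Igll1*, *Dntt*, *Rag1*, *Rag2*) were also written after the clusters had been seen.

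Replicate numbers were shared between the genotypes. Deviations of same-numbered libraries from their group means correlated across genes at 0.215, 0.112 and 0.131 in centroblast-like (CB-like) cells, so numbers were taken to pair libraries in that class only. In the other classes at least 1 of the 3 correlations lay lower, at 0.0493 in CC-like cells, 0.0622 in plasma-lineage cells and -0.16 in all kept cells.

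The count tests were tested on simulated data drawn from each gene's mean over the libraries, with the real sizes and dispersions and 200 genes changed by a known factor. The changed genes had an average log2 CPM above 4, so recovery of lower genes was not measured. No outlying library was simulated beyond what the dispersions carry. At a log2 change of 1, edgeR recovered 0 of the 200 genes in all kept cells, where DESeq2 recovered 57. It recovered 135 in CB-like cells, 49 in CC-like cells and 6 in plasma-lineage cells, where DESeq2 recovered 147, 57 and 39. At a log2 change of 2 it recovered 178, 197, 194 and 172 in the same order. With no gene changed there were 0 calls by edgeR in each of the 4 classes. Beside the changed genes, it called 0, 5, 5 and 2 unchanged genes at a log2 change of 1 and 14, 19, 15 and 8 at a log2 change of 2, in the order all kept, CB-like, CC-like and plasma-lineage cells. In a simulated interaction the secretory list, raised in plasma-lineage cells alone, came back with a mean log2 difference of 1.86 and a p of 7.79e-08.

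The analysis ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The classes differed in depth. The libraries held 5223325 to 35354257 UMIs, the plasma-lineage class 34 to 1736 cells per library and the CC-like class 88 to 371.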

Results

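Single cell RNA-seq of GC B-cells was available in 3 libraries labelled *Smc3* wt/wt and 3 labelled *Smc3* wt/-. The number of mice behind each library was not stated. The germinal center is the structure in which B-cells proliferate as centroblasts (CB), are selected as centrocytes (CC) and leave as memory B cells, plasmablasts (PB) or plasma cells (PC). The 6 libraries held 22939 barcodes and 156055938 UMIs. Total UMIs were 5223325, 34169339 and 35354257 in *Smc3* wt/wt replicates 1, 2 and 3, and 14519628, 33929291 and 32860098 in the libraries labelled *Smc3* wt/-. After filtering, 1011, 4963 and 4281 cells were kept in the *Smc3* wt/wt libraries, with a median of 3313, 4768 and 5894 UMIs per cell. In the libraries labelled *Smc3* wt/-, 2392, 3558 and 4604 cells were kept, with medians of 4170, 6219 and 5090 UMIs. Replicate 2 labelled *Smc3* wt/- differed from the rest. Immunoglobulin genes took 51.9% of its UMIs, against 2.37% to 3.90% in the other 5 libraries. Across genes, its log2 CPM correlated with those of the other libraries at a Pearson r of 0.788 to 0.806, whereas the other 5 libraries correlated with each other at 0.968 or higher (genes are not independent replicates). The libraries also differed in sex. Y-linked transcripts were present in *Smc3* wt/wt replicates 1 and 2 and in replicate 2 labelled *Smc3* wt/-, at 189, 175 and 54.2 CPM, and were near 0 in the other 3 libraries, where *Xist* reached 622 to 913 CPM. Within each sex, 1 genotype was represented by a single library, so sex entered as a covariate and not as separate comparisons.

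*Smc3* (ENSMUSG00000024974, chromosome 19, 53600398 to 53645833 on the plus strand, GRCm38) was examined first, since it is the targeted gene. In all kept cells its TMM-scaled level was 115, 136 and 128 CPM in the *Smc3* wt/wt libraries (126 ± 10.9, SD, n = 3). It was 118, 66.3 and 141 CPM in the libraries labelled *Smc3* wt/- (108 ± 38.2, SD, n = 3). The log2 fold change was -0.22 with a standard error of 0.29 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.927), a difference smaller than the spread between libraries, with 95% limits of -1.02 and 0.58. Leaving out replicate 2 labelled *Smc3* wt/- moved it most, to 0.03, and among the alternatives that kept all libraries sex as a covariate moved it most, to -0.45. Within CB-like cells alone, *Smc3* reached 137, 168 and 153 CPM in *Smc3* wt/wt libraries and 132, 122 and 188 CPM in those labelled *Smc3* wt/-, from 70 to 1565 UMIs per library. The log2 fold change in these cells was -0.04 with a standard error of 0.18, and its 95% limits of -0.54 and 0.47 did not reach the -1 of a halved level. It lay at 0.07 without replicate 2 labelled *Smc3* wt/-, at 0.05 without replicate 1 of that group and at 0.04 without *Smc3* wt/wt replicate 2. The largest move was to -0.26 (SE 0.17), without replicate 3 labelled *Smc3* wt/-. In CC-like cells the log2 fold change was -0.21 (SE 0.18) and in plasma-lineage cells -0.26 (SE 0.25), which became -0.09 and -0.07 without replicate 2 labelled *Smc3* wt/-. The targeted gene was thus not measurably lower between the groups, although below all *Smc3* wt/wt libraries lay replicate 2 labelled *Smc3* wt/- in all kept cells, replicates 1 and 2 in CB-like cells and all 3 replicates in CC-like cells, so genotypes are given as labelled throughout.

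The other cohesin subunits showed no change past the threshold in all kept cells, with the lowest adjusted p among them at 0.927 (edgeR, Benjamini-Hochberg). Their log2 fold changes were -0.40 for *Smc1a* (SE 0.33), -0.33 for *Rad21* (SE 0.32), -0.27 for *Stag2* (SE 0.22) and -0.08 for *Stag1* (SE 0.22). With replicate 2 labelled *Smc3* wt/- left out they were -0.14 for *Smc1a*, -0.04 for *Rad21* and -0.16 for *Stag2*, and *Stag1* turned to 0.05 without *Smc3* wt/wt replicate 2 and to 0.03 without replicate 1 labelled *Smc3* wt/-. The regulators *Nipbl*, *Wapl*, *Pds5a*, *Pds5b* and *Ctcf* ranged from -0.32 for *Pds5a* to 0.01 for *Nipbl*. The study also drew attention to the tumor suppressors *Tet2*, *Kmt2d* and *Dusp4* and to the plasma cell regulators *Prdm1* and *Irf4*. In all kept cells *Prdm1* (chromosome 10, 44437177 to 44528501, minus strand) had a log2 fold change of 2.60 (SE 1.21) and *Irf4* (chromosome 13, 30749226 to 30766976, plus strand) of 2.09 (SE 1.07), neither past the threshold. Both rested on replicate 2 labelled *Smc3* wt/-, without which they were 0.01 and -0.27. The same held for *Tet2*, at 1.21 (SE 0.83) and at -0.36 without that library. *Kmt2d* stood at 0.11 (SE 0.31), *Cdk6* at -0.26 (SE 0.18), *Btk* at -0.19 (SE 0.26) and *Irak1* at 0.09 (SE 0.37), and without that library *Kmt2d*, *Btk* and *Irak1* changed sign to -0.08, 0.04 and -0.39. *Kmt2d* was at -0.01 without replicate 3 labelled *Smc3* wt/-, and *Irak1* at -0.02 without *Smc3* wt/wt replicate 2.

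*Dusp4* (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894 on the plus strand) was lower in all 3 libraries labelled *Smc3* wt/- than in all 3 *Smc3* wt/wt libraries, at 3.30 ± 1.05 against 5.17 ± 0.267 CPM in all kept cells (SD, n = 3). The log2 fold change was -0.65 (SE 0.30, edgeR adjusted p 0.927). In CC-like cells *Dusp4* had 12.56, 12.05 and 7.78 CPM in *Smc3* wt/wt and 3.07, 5.44 and 3.93 CPM in libraries labelled *Smc3* wt/-. This rested on 5, 25 and 16 UMIs against 3, 2 and 8. The log2 fold change there was -1.39 (SE 0.42), with an unadjusted edgeR p of 0.00741 that did not pass adjustment over all genes, and it stayed between -1.87 and -1.10 in the 10 alternatives that kept all libraries. The low-count filter removed the gene when *Smc3* wt/wt replicate 2 was left out, and it stayed between -1.63 and -1.27 when any other library was. In plasma-lineage cells the *Dusp4* log2 fold change was -0.06 (SE 0.83). The difference between classes was not tested for this gene.

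To compare the cell populations of the genotypes, cells were assigned to classes by their leading transcripts. Of the 15 clusters, 3 were CB-like, and single clusters were CC-like, recycling-like, S-phase GC B-like, naive or memory B-like, PB-like, PC-like and T cell-like. Another 3 clusters were myeloid-like. The 2 clusters without a name were led by haemoglobin genes and took 16.8% ± 6.08 of cells in *Smc3* wt/wt libraries and 11.95% ± 8.76 in those labelled *Smc3* wt/- (SD, n = 3). Their *Cd79a* stood at 164% and 148% of the median over clusters, a B lineage level, so the named B cell classes leave these cells out. At a resolution of 1, an unnamed cluster of 1400 cells led by haemoglobin genes also had the CC-like markers *Cd83* and *Il4i1* among its leading genes. Some CC-like cells may thus be missing from that class. All shares are of sorted cells.

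CB-like cells made up 27.1%, 28.9% and 30.1% of the *Smc3* wt/wt libraries and 31.8%, 3.51% and 28.7% of those labelled *Smc3* wt/-. The means were 28.7% ± 1.51 and 21.4% ± 15.5 (SD, n = 3), with a two-sided exact permutation p of 0.8. CC-like cells made up 7.61% ± 1.03 and 5.60% ± 2.49 (SD, n = 3), with an exact permutation p of 0.3. Neither difference exceeded the spread between libraries. When replicate 2 labelled *Smc3* wt/- was left out the differences were 1.58 and -0.579 percentage points, in place of -7.34 and -2.01, and the exact p was 0.6 for both classes, where the smallest p for 3 against 2 libraries is 0.2.

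Plasma-lineage cells made up 3.36% (95% interval 2.34 to 4.67), 1.35% (1.05 to 1.71) and 1.82% (1.44 to 2.27) of the *Smc3* wt/wt libraries. They made up 2.59% (1.99 to 3.31), 48.8% (47.1 to 50.4) and 1.78% (1.42 to 2.21) of those labelled *Smc3* wt/-. The means of 2.18% ± 1.05 and 17.7% ± 26.9 (SD, n = 3) did not differ by an exact permutation test, with a two-sided p of 0.6 where 0.1 was the smallest possible. The looser cell filter, doublets kept, no integration and a resolution of 1 left the difference between 14.0 and 15.7 percentage points. Without replicate 2 labelled *Smc3* wt/- the mean was 2.19% ± 0.573 (SD, n = 2), a difference of 0.00822 percentage points with an exact p of 1. That library held 1380 of the 1450 PC-like and 356 of the 609 PB-like cells. Of the remaining classes, myeloid-like cells took 0.811% ± 0.438 and 6.41% ± 10.1 (SD, n = 3), and 18.1% in the same library. S-phase GC B-like cells took 20.7% ± 1.36 and 15.0% ± 10.7, recycling-like cells 11.9% ± 0.474 and 8.75% ± 6.06, naive or memory B-like cells 7.86% ± 2.35 and 10.0% ± 4.75, and T cell-like cells 3.45% ± 3.44 and 3.22% ± 1.11. No class reached an exact p under 0.3. Without that library the differences of the myeloid-like, S-phase GC B-like, recycling-like and naive or memory B-like shares changed sign, to -0.246, 0.434, 0.306 and -0.581 percentage points.

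**Figure D1:**
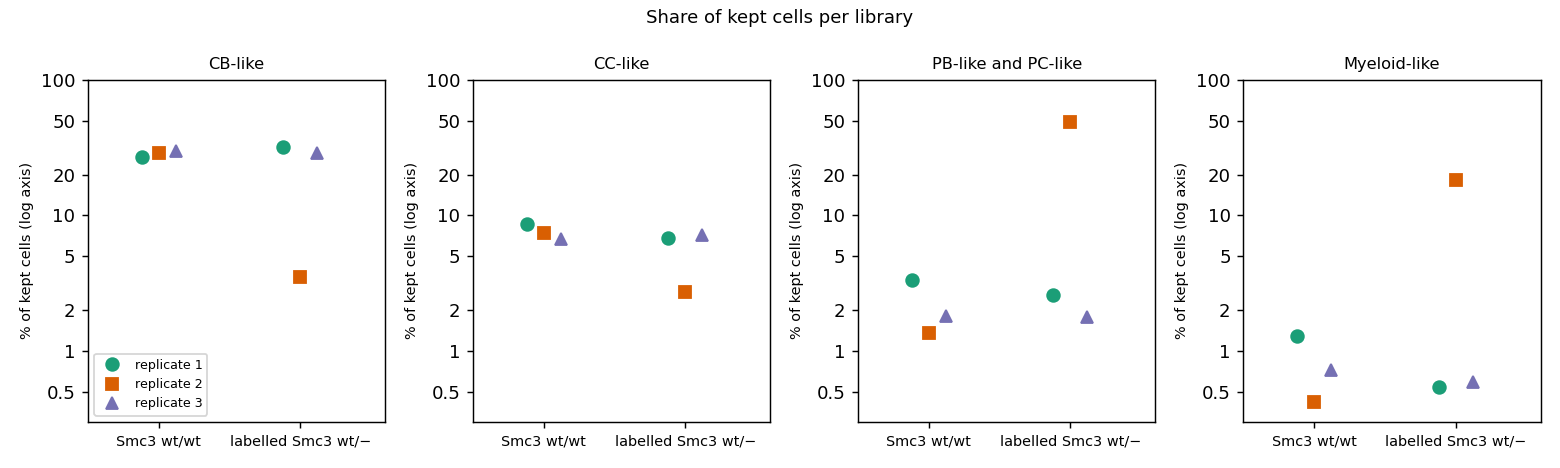
Share of kept cells per library, in percent on a log axis, for CB-like, CC-like, PB-like and PC-like together, and myeloid-like cells, with 1 point per library and a symbol for each replicate number. Replicate 2 labelled *Smc3* wt/- lies at 48.8% plasma-lineage and 18.1% myeloid-like cells, whereas the other 5 libraries lie between 1.35% and 3.36% and between 0.423% and 1.29%.

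Gene expression was then compared between genotypes within classes. In all kept cells edgeR called 0 of 11840 genes, with 184 genes at an unadjusted p under 0.05, and DESeq2 called 0 with 355. In CB-like cells edgeR called 0 of 9688 genes with 230 at an unadjusted p under 0.05, and DESeq2 0 with 156. In CC-like cells edgeR called 0 of 7633 genes with 142 at an unadjusted p under 0.05, and DESeq2 0 with 75. In plasma-lineage cells edgeR called 0 of 5925 genes with 169 at an unadjusted p under 0.05, and DESeq2 0 with 130. Genes whose libraries did not overlap between genotypes made up 8.16%, 9.38%, 8.40% and 9.11% of the tested genes in the same order, where chance gives 10%. The alternative that moved these counts most was the absence of a low-count filter, with 16 genes in CC-like cells. A single gene passed in plasma-lineage cells without replicate 2 labelled *Smc3* wt/-. It was the immunoglobulin heavy chain gene *Ighg2c* (chromosome 12, 113285325 to 113288932, minus strand), singled out after its value was seen, with a log2 fold change of -8.08 (SE 0.77, edgeR adjusted p 0.000932). Its UMIs in these cells were 456, 2793 and 948 in *Smc3* wt/wt and 1 and 10 in replicates 1 and 3 labelled *Smc3* wt/-, while the library left out had 27526. In *Smc3* wt/wt replicates 1, 2 and 3 a single cell held 76.8%, 61.5% and 85.4% of those UMIs.

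The study placed the effect of *Smc3* dosage at the last steps of plasma cell differentiation, from scores of single plasmablasts and plasma cells. Here lists of genes were tested across libraries in plasma-lineage cells. The plasma cell list had a mean log2 fold change of 0.83 (median 0.74) over 13 tested genes, with 12 higher and 1 lower in libraries labelled *Smc3* wt/- (fry two-sided p 0.577). The secretory list had a mean of 0.22 (median 0.20) over 21 genes, with 15 higher and 6 lower (p 0.371). The B cell list had a mean of 0.04 and a median of -0.06 over 15 genes, with 7 higher and 8 lower (p 0.667). None of these lists passed the threshold, camera with an estimated correlation gave p values of 0.454, 0.422 and 0.579, and each list had 0 genes past 0.05 by edgeR whether adjusted over all genes or adjusted over the list alone (the class had 169 genes at an unadjusted p under 0.05, and 130 by DESeq2). The size of the plasma cell list rested on replicate 2 labelled *Smc3* wt/-. Without that library the mean was -0.14 (p 0.392), that of the secretory list 0.08 (p 0.720) and that of the B cell list 0.17 (16 of 19 genes higher, p 0.293). The B cell list turned negative when any of *Smc3* wt/wt replicates 1 and 2 or replicates 1 and 3 labelled *Smc3* wt/- was left out, at -0.21, -0.04, -0.27 and -0.15. In the same cells *Prdm1* had a log2 fold change of 0.45 (SE 0.34) and *Irf4* of 0.29 (SE 0.46), and without replicate 2 labelled *Smc3* wt/- they stood at -0.02 and -0.47.

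As a counterpart of scores per cell, the difference between the plasma cell score and the B cell score was averaged per library after thinning every cell to 2000 UMIs. This kept 33 of 34, 66 of 67 and 77 of 78 cells in the *Smc3* wt/wt libraries and 62 of 62, 1728 of 1736 and 80 of 82 in those labelled *Smc3* wt/-. The difference was -0.095, -0.173 and -0.196 in *Smc3* wt/wt and -0.349, 0.0375 and -0.256 in libraries labelled *Smc3* wt/-. The means were -0.155 ± 0.0528 and -0.189 ± 0.202 (SD, n = 3), with a two-sided exact permutation p of 0.8. Without thinning they were -0.164 ± 0.0679 and -0.159 ± 0.236 (SD, n = 3), and the direction turned. Without replicate 2 labelled *Smc3* wt/- the mean of the group was -0.302 ± 0.0657 (SD, n = 2), below all *Smc3* wt/wt libraries, with an exact p of 0.2, the smallest for 3 against 2. The B cell score alone was then 0.661 ± 0.0472 (n = 2) against 0.526 ± 0.0502 (n = 3), also without overlap (exact p 0.2), and the secretory score 1.72 ± 0.0658 against 1.54 ± 0.0718 (exact p 0.2). Without replicate 1 labelled *Smc3* wt/- the difference between genotypes turned to 0.0453.

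The proportion of PC-like among plasma-lineage cells differed between libraries, so PB-like and PC-like cells were also scored apart. PC-like cells were 10 of 34, 15 of 67 and 22 of 78 plasma-lineage cells in *Smc3* wt/wt. They were 10 of 62, 1380 of 1736 and 13 of 82 in libraries labelled *Smc3* wt/-. The proportion was thus highest in replicate 2 of that group, and lower in its replicates 1 and 3 than in each *Smc3* wt/wt library. This proportion was not tested. When replicate 2 labelled *Smc3* wt/- was left out, the B cell score overlapped in PB-like cells. It was 0.812 and 0.688 in the remaining libraries of that group, against 0.569, 0.650 and 0.702 in *Smc3* wt/wt. In PC-like cells the B cell score was lower, at 0.214 and 0.221 against 0.244, 0.316 and 0.252. The secretory score overlapped in PB-like cells but stayed higher in PC-like cells, at 0.810 and 1.10 against 0.802, 0.742 and 0.805. In PB-like cells the score difference was -0.248 ± 0.0537 in *Smc3* wt/wt and -0.273 ± 0.157 in libraries labelled *Smc3* wt/- (SD, n = 3, exact p 0.9). The genotypes differed by 0.0484 in the other direction without replicate 1 labelled *Smc3* wt/-, and by 0.00142 without *Smc3* wt/wt replicate 1. In PC-like cells it was 0.000479 ± 0.049 in *Smc3* wt/wt and 0.0928 ± 0.0161 in libraries labelled *Smc3* wt/- (SD, n = 3). These libraries did not overlap, and the exact p of 0.1 was the smallest possible. The libraries overlapped when cells were thinned to 1000 UMIs, with a difference of 0.00452 (exact p 1), and without thinning, with 0.0322 (exact p 0.8). They also overlapped with doublets kept, under the looser filter and at a resolution of 1, but not without integration. At a resolution of 1 the values were -0.012, -0.093 and 0.061 in *Smc3* wt/wt and -0.0070, 0.067 and -0.0022 in the others. The numbers of PC-like cells in those other libraries, 10, 1380 and 13, were the same at both resolutions. Thinning is random and was drawn once per setting, so a new draw alone may move these values. The spread between draws was not measured. PC-like cells numbered 10, 15 and 22 in the *Smc3* wt/wt libraries and 10, 1380 and 13 in the others, and the difference of 0.0923 turned to -0.126 (exact p 0.3) when immunoglobulin UMIs, which took 68.4% to 72.4% of all UMIs in these cells, were left out before thinning.

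**Figure D2:**
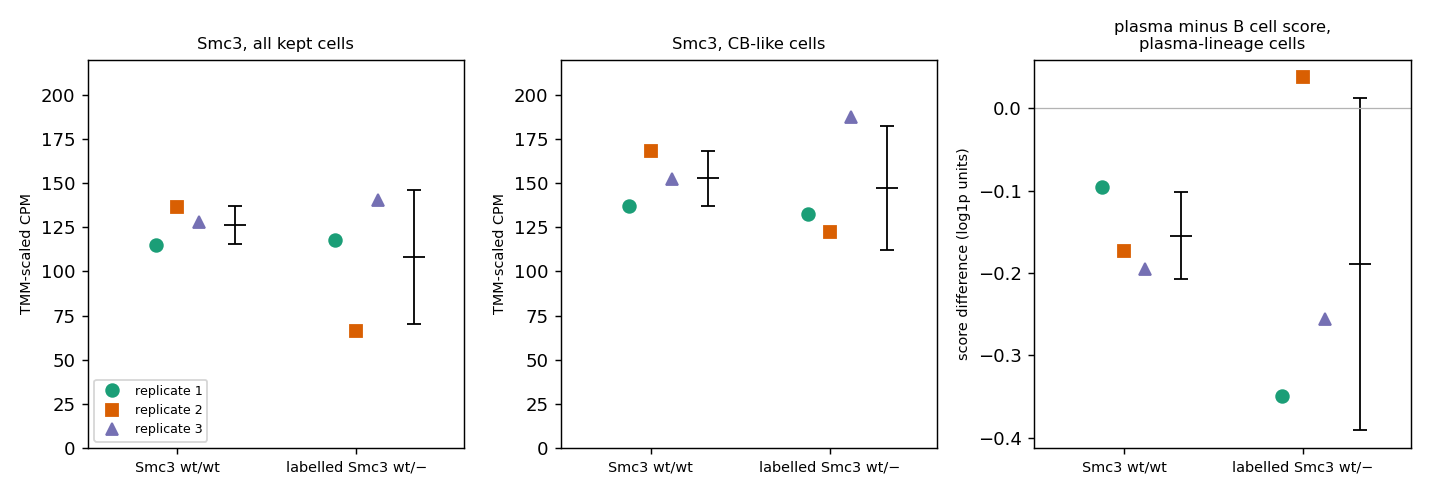
TMM-scaled *Smc3* CPM in all kept cells and in CB-like cells, and the plasma minus B cell score in plasma-lineage cells (log1p units), with 1 point per library and the mean and SD of each genotype beside the points. *Smc3* in CB-like cells spans 137 to 168 CPM in *Smc3* wt/wt and 122 to 188 CPM in libraries labelled *Smc3* wt/-, and the score difference is above 0 only in replicate 2 labelled *Smc3* wt/-.

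Finally, a signature of *Smc3* haploinsufficient centrocytes from the study was tested in CC-like cells. The study's methods label its genes as raised in these centrocytes, while elsewhere its text describes the genes used in the same patient analysis as repressed, so no direction was taken as given. Of the 32 genes of this centrocyte signature, 19 were tested, with 6 higher and 13 lower. The mean log2 fold change was 0.00248 and the median -0.05 (fry two-sided p 0.842, camera p 0.824), so mean and median differed in sign. Over all genes 0 of the 19 passed by edgeR (142 genes of the class had an unadjusted p under 0.05, and 75 by DESeq2, which called 0), and 1 of them passed when adjusted over the list alone. This was *Thyn1*, named after its value was seen, with 5.02, 7.23 and 8.76 CPM in *Smc3* wt/wt and 22.5, 24.5 and 16.2 CPM in libraries labelled *Smc3* wt/-, and a log2 fold change of 1.36 (SE 0.32, edgeR p adjusted over the list alone 0.0324). This call was lost by DESeq2, with the replicate block, with sex as a covariate, under the looser cell filter, with doublets kept, and without any of the 3 *Smc3* wt/wt libraries or replicate 1 labelled *Smc3* wt/-. In these settings the p adjusted over the list alone was 0.0715 to 0.234, while the log2 fold change was 1.27 to 1.57. The mean of the signature was 0.09 (p 0.196) without replicate 2 labelled *Smc3* wt/-. It was -0.07 without *Smc3* wt/wt replicate 1, and -0.08 and -0.11 without replicates 1 and 3 labelled *Smc3* wt/-.

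Whether the lists changed differently in plasma-lineage and CC-like cells was tested directly. The mean log2 difference, plasma-lineage minus CC-like, was 0.02 for the plasma cell list (p 0.940), 0.05 for the secretory list (p 0.895), -0.06 for the B cell list (p 0.839) and 0.18 for the centrocyte signature (fry two-sided p 0.944). None passed the threshold. Without replicate 2 labelled *Smc3* wt/- the plasma cell list turned to -0.25 and the B cell list to 0.32, with p values of 0.596 and 0.105. The plasma cell list was also negative without *Smc3* wt/wt replicates 1 or 3 or without replicate 3 labelled *Smc3* wt/-, the secretory list without *Smc3* wt/wt replicate 1 or replicate 3 labelled *Smc3* wt/- (-0.04 and -0.09), and the B cell list positive at 0.19 without *Smc3* wt/wt replicate 3.

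Because the sexes were unevenly spread over the genotypes, the fits were repeated with sex as a covariate, a choice made after the data had been seen. edgeR again called 0 genes, with 800 genes at an unadjusted p under 0.05 in all kept cells, 374 in CB-like, 281 in CC-like and 511 in plasma-lineage cells (DESeq2 was run without the covariate and also called 0). The *Smc3* log2 fold change was then -0.45 in all kept cells, -0.11 in CB-like, -0.30 in CC-like and -0.40 in plasma-lineage cells. In plasma-lineage cells the plasma cell list had a mean of 0.76 (fry two-sided p 0.262), the secretory list of 0.29 (p 0.135) and the B cell list of -0.19 (p 0.610). The centrocyte signature in CC-like cells stood at -0.16 (p 0.287). The B cell list and the centrocyte signature thus changed sign, and no list passed the threshold.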

Values the study reported

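The study reported that splenic cells for single cell RNA-seq were sorted from 6 *Smc3* wt/wt and 3 *Smc3* wt/- mice, 8 days after immunization. It clustered cells at a resolution of 0.5 and computed module scores with a control value of 5. Its division signatures held genes with an adjusted p under 0.05 and a log2 fold change over 1. Among plasmablasts and plasma cells it described lower scores of the D8 CD138-positive signature and higher scores of the D8 CD138-negative signature in *Smc3* wt/- cells, with p < 0.00001. In bulk RNA-seq of lymphomas it reported 199 genes higher and 537 genes lower in *Smc3* haploinsufficient tumors. These counts rest on a p threshold looser than the adjusted p of 0.05 used here. The study called the differences subtle and states that stricter settings did not capture them.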

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

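The tests of genotype as the whole cause and of another tissue or sorted fraction were chosen after the result was seen. Replicate 2 labelled *Smc3* wt/- stood out by a signal outside the compared classes. Myeloid-like cells made up 18.1% of its kept cells (exact 95% interval 16.8 to 19.4), where the highest *Smc3* wt/wt library had 1.29%. The neutrophil precursor list reached 1678 CPM there, where the highest *Smc3* wt/wt library had 50.6 CPM. Its most abundant genes in that library were *Camp* at 678.5 CPM and *Ngp* at 569 CPM. *Elane* had 2665 UMIs in it and 0 in each of the other 5 libraries, whereas *Chil3* had UMIs in all 6 libraries. The same library held 48.8% plasma-lineage and 3.51% CB-like cells, and *Igha* took 87.2% of the heavy chain UMIs of its PB-like cells, against 5.72% to 21.5% elsewhere. In its PC-like cells *Igha* took 95.7%, within the 81.5% to 99.0% of the other libraries.

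Several explanations were argued against by the tables. *Smc3* genotype as the whole cause would raise the plasma-lineage share in each library of the group, and the lowest of them had 1.78%, within the range of the *Smc3* wt/wt libraries. Empty droplets called as plasma cells would hold few other UMIs, but PC-like cells of that library had a median of 4806 UMIs outside immunoglobulin genes, against 2766.5 in its cells outside the plasma lineage. Unsorted bone marrow would bring B cell precursors, and their list was at 0.383 CPM, within the 0.191 to 0.482 CPM of the other libraries. A candidate explanation that stayed open is material from another tissue or sorted fraction, since transcripts of neutrophil precursors were present at 1678 CPM. The list was written after the clusters had been seen. The labels name no other tissue, and a wrong label for this single library, or an effect of genotype that shows in 1 library alone, were not tested.

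Immunoglobulin UMIs also appeared in cells that should lack them. In T cell-like and myeloid-like cells of that library they took 2.58% of UMIs and 94.4% of cells had a *Jchain* UMI, at a median of 2758 UMIs per cell. In the other 5 libraries these values were 0.162% to 0.941% and 11.4% to 17.4%, at medians of 1194.5 to 1963 UMIs. Free RNA from plasma cells may account for this, as the highest background lay in the library with most plasma cells. Barcodes swapped between libraries on the sequencer would place that library's barcodes among plasma-lineage cells elsewhere. Of 323 such cells 2 shared a barcode with it, or 0.619%, against 0.526% of the 16928 other cells (Fisher's exact test, two-sided p 0.689), which argues against swapping as their source.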

How the results depend on the processing

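Sex as a covariate, and immunoglobulin UMIs left out before scoring, were chosen after the results were seen, and the other alternatives before. For the results fixed in the design, 111 of the values under alternatives that kept all libraries held their direction and their side of the threshold, 19 changed direction and 3 passed a threshold. For the other values 198 held and 10 changed direction. The cause of these changes was not tested unless stated.

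No call over all genes was made under RLE normalization, DESeq2, immunoglobulin genes left out, sex as a covariate, the looser cell filter, doublets kept or a resolution of 1. Without a low-count filter, edgeR called 16 genes in CC-like cells, led by *Hba-a1*, *Hba-a2* and *Igha*, and 3 in plasma-lineage cells, *Igkv14-111*, *Ighv5-2* and *Dqx1*, named after their values were seen. The plasma cell list then had genes that passed when adjusted over the list alone, *Ly6c2* and *Tmem176b* in plasma-lineage and *Tmem176b* in CC-like cells, chosen after their values were seen. Without integration it called 1 gene in CB-like cells, *Tmem121* (log2 fold change 1.37, SE 0.16). The same settings moved the B cell list in plasma-lineage cells to -0.078 and -0.017, and the centrocyte signature in CC-like cells was -0.0047 without the low-count filter and -0.0099 at a resolution of 1. With sex as a covariate these lists stood at -0.19 and -0.16.

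With the replicate block edgeR called 0 genes in each class, with 356 at an unadjusted p under 0.05 in CB-like cells, the class in which the numbers paired libraries, and 96, 194 and 231 in all kept, CC-like and plasma-lineage cells (DESeq2 without the block called 0). The block moved the B cell list to -0.047, the centrocyte signature to -0.046 and *Irak1* in all kept cells to -0.0049, and *Thyn1* in CC-like cells no longer passed when adjusted over the list alone (edgeR adjusted p 0.141, and 0.0324 without the block). It changed no other call. The interaction was not fitted with it.

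The score difference in plasma-lineage cells was 0.00486 when cells were not thinned. With immunoglobulin UMIs left out it was 0.00907 in PB-like and -0.126 in PC-like cells, and under the looser filter 0.00461 and -0.0194. That filter also moved the T cell-like share to 0.0887 percentage points and *Smc3* in CB-like cells to 0.016. Without integration *Smc3* was at 0.0090 in CB-like and 0.0046 in CC-like cells, and at a resolution of 1 it was at 9.79e-05 in CB-like cells. The interaction of the plasma cell list was -0.056 without immunoglobulin genes, -0.055 under the looser filter, -0.10 with doublets kept, -0.27 without integration and -0.027 at a resolution of 1. That of the secretory list was -0.0088 without immunoglobulin genes and -0.0037 in limma-voom, that of the centrocyte signature -0.020 and -0.23, and that of the B cell list 0.084 with doublets kept. None of the values in this paragraph passed 0.05.

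Leaving out 1 library at a time changed the direction of 19 of the values fixed in the design and of 23 others, and 1 passed a threshold. Calls ranged from 0 to 0 in all kept, CB-like and CC-like cells and from 0 to 1 in plasma-lineage cells. *Smc3* ranged from -0.46 to 0.031 in all kept cells, from -0.26 to 0.065 in CB-like, from -0.31 to -0.09 in CC-like and from -0.38 to -0.07 in plasma-lineage cells. In plasma-lineage cells the plasma cell list ranged from -0.14 to 1.12, the secretory list from 0.08 to 0.35, the B cell list from -0.27 to 0.17, the score difference from -0.148 to 0.0453, *Prdm1* from -0.016 to 0.66 and *Irf4* from -0.47 to 0.62. The centrocyte signature ranged from -0.11 to 0.094. The interaction ranged from -0.25 to 0.30 for the plasma cell list, from -0.088 to 0.15 for the secretory list, from -0.34 to 0.32 for the B cell list and from 0.05 to 0.28 for the centrocyte signature. The PB-like score ranged from -0.108 to 0.0484 and the PC-like score from 0.0716 to 0.119. In percentage points, shares ranged from 0.00822 to 23.5 for plasma-lineage, -12.6 to 1.58 for CB-like, -2.82 to -0.579 for CC-like, 0.26 to 4.51 for PB-like, -0.252 to 19.0 for PC-like, -0.246 to 8.53 for myeloid-like, -9.14 to 0.434 for S-phase GC B-like, -5.16 to 0.306 for recycling-like, -0.581 to 3.59 for naive or memory B-like and -1.32 to 1.75 for T cell-like cells. In all kept cells *Stag1* ranged from -0.24 to 0.05, *Tet2* from -0.36 to 1.65, *Kmt2d* from -0.076 to 0.38, *Irf4* from -0.27 to 2.56, *Btk* from -0.33 to 0.037 and *Irak1* from -0.39 to 0.29. The simulated changes were in genes above a floor of average log2 CPM. At a log2 change of 1, edgeR recovered 0 of 200 simulated genes in all kept cells, the deepest sums, 6 in plasma-lineage, 49 in CC-like and 135 in CB-like cells. The biological coefficient of variation was 0.411, 0.330, 0.211 and 0.191 in the same order, so recovery was lower where libraries varied more and did not follow depth.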

Other observations

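The tests of depth and precision, of a transcript of the deleted allele, of swapped labels, of both explanations for *Ighg2c* and of the splits of all 6 libraries were chosen after the results were seen, as was the choice to leave out replicate 2 labelled *Smc3* wt/- and the fit of the remaining 5 libraries with a replicate block. As a group, the libraries labelled *Smc3* wt/- did not have measurably lower *Smc3*, although replicate 2, at 66.3 CPM in all kept cells, lay below the 115 to 136 CPM of the *Smc3* wt/wt libraries. In CB-like cells replicates 1 and 2, at 132 and 122 CPM, lay below the lowest *Smc3* wt/wt library at 137 CPM, and replicate 3 above the highest. Too little depth would leave a halved level within the error, but the lower 95% limit of the log2 fold change in CB-like cells was -0.54, above the -1 of a halved level. In all kept cells the limit was -1.02, at the edge of a halved level, which was thus neither shown nor excluded there. Both limits use a t distribution with 4 degrees of freedom and not the moderated ones of the edgeR test. All kept cells also include cells outside the GC reaction, so a full halving need not be expected in them. The lowest *Smc3* wt/wt library had 148 CPM in CB-like cells before TMM scaling. Labels swapped between the groups cannot be told apart from correct ones by this level, because a swap would leave no low library if a transcript of the deleted allele is still counted. Differences between libraries that hide a lower level in GC B cells would lower the log2 ratio of CB-like to naive or memory B-like cells, a class that includes B-cells outside the GC reaction. That ratio was 1.14 ± 0.11 in *Smc3* wt/wt and 1.28 ± 0.16 in libraries labelled *Smc3* wt/- (SD, n = 3, exact two-sided p 0.3). A transcript of the deleted allele that is still counted at its 3′ end is a candidate explanation. With a log2 fold change of -0.035 in CB-like cells it cannot be told apart from a level that did not change, because the count tables hold no UMIs per exon.

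*Ighg2c* was the gene that passed in plasma-lineage cells once replicate 2 labelled *Smc3* wt/- was left out, with a log2 fold change of -8.08 (SE 0.77) and of -0.09 (SE 1.82) with all 6 libraries. An *Igh* haplotype that leaves *Ighg2c* uncounted on both alleles is argued against by counts in B cells outside the plasma lineage. There 1 cell had 25 *Ighg2c* UMIs in replicate 3 labelled *Smc3* wt/- and another had 5 in replicate 1. Such a haplotype on 1 allele stayed open, as single cells cannot exclude it. In the named B cell classes outside the plasma lineage, *Ighg2c* had 2.99 and 3.87 CPM in replicates 1 and 3 labelled *Smc3* wt/-. It had 8.02, 6.26 and 6.97 CPM in *Smc3* wt/wt and 52.8 CPM in replicate 2 labelled *Smc3* wt/-. A few cells may carry the plasma-lineage difference, since 1 cell held at least 61.5% of the *Ighg2c* UMIs of plasma-lineage cells in each *Smc3* wt/wt library.

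In all kept, CB-like, CC-like and plasma-lineage cells, 10 of the 10 splits of the 6 libraries into 3 and 3, the genotypes included, gave at least as many called genes as the genotypes. That count was fixed in advance by the 0 calls that edgeR made between genotypes, so it tests nothing. There were 184, 230, 142 and 169 genes at an unadjusted p under 0.05 (DESeq2 called 0). The split by sex gave 4, 3, 5 and 1 calls, led by the Y-linked *Ddx3y* and *Eif2s3y*. Sex did not run along genotype, with 54.2 CPM of Y-linked genes in replicate 2 labelled *Smc3* wt/- and 0 in *Smc3* wt/wt replicate 3. The split of *Smc3* wt/wt replicates 1 and 2 and replicate 1 labelled *Smc3* wt/- from the rest called 1 gene in CB-like and in CC-like cells, *Gm26825* (chromosome 5, 5781530 to 5783636, plus strand). In the named B cell classes outside the plasma lineage it had 3.01, 3.65 and 47.6 CPM in *Smc3* wt/wt and 1.41, 47.8 and 51.3 CPM in libraries labelled *Smc3* wt/-. No explanation was tested for it.

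A hypothesis is that the centrocyte signature is higher, and the plasma cell list lower, in libraries labelled *Smc3* wt/- when replicate 2 is left out. Of 16 tests over 4 classes and 4 lists, 2 passed 0.05 after Benjamini-Hochberg adjustment, both in CB-like cells. There the centrocyte signature had a mean log2 fold change of 0.22 (median 0.13), with 20 of 27 genes higher (fry two-sided p 0.00086, adjusted 0.0138). The plasma cell list had a mean of -0.42 (median -0.32), with 8 of 9 genes lower (p 0.00175, adjusted 0.014). The rise of the signature was not peculiar to CB-like cells. Its mean was 0.25 in plasma-lineage cells (12 of 16 higher, adjusted p 0.0513), 0.18 in all kept cells (24 of 29, adjusted p 0.0514) and 0.09 in CC-like cells (12 of 20, adjusted p 0.522), and with doublets kept it passed in each of these and in CB-like cells (adjusted p 0.0297 to 0.0443). Of the genes of the plasma cell list in CB-like cells 4 passed when adjusted over the list alone, *Cacna1s*, *Slpi*, *Cd93* and *Trp53inp1*, named after their values were seen, and 0 over all genes by edgeR, where 406 genes of the class had an unadjusted p under 0.05 (DESeq2 was not run on 5 libraries). The signature had 0 by either count. These tests ignored the pairing of replicate numbers seen in CB-like cells. With the replicate block, which leaves the pairs of replicates 1 and 3 and a residual degree of freedom of 1, the signature had a mean of 0.25 (21 of 27 higher, p 0.00329, adjusted 0.0526) and the plasma cell list of -0.48 (7 of 9 lower, p 0.0731, adjusted 0.585), so neither passed. In that fit edgeR called 82 genes, 682 at an unadjusted p under 0.05, among them *Lgals1* (log2 fold change 0.45, SE 0.11) of the signature and *Slpi* (-1.09, SE 0.13) of the plasma cell list, named after their values were seen. Its rate of false calls was not tested. With camera and an estimated correlation both adjusted values in CB-like cells were 0.111. RNA from plasma cells in CB-like droplets stayed open as a source of the lower plasma cell list. The PC-like markers had a mean of -0.040 there (4 of 8 lower), but their own level in CB-like cells, 1487 to 1679 CPM for *Jchain*, would hide a small share of such RNA, so it cannot be told apart from a change in the cells. With sex as a covariate the means were 0.23 and -0.45, but adjusted p was 0.464 and 0.358, so sex cannot be told apart from genotype with 5 libraries. Of 10 splits, 1 gave a p as small for the signature, the genotypes themselves, and likewise 1 for the plasma cell list, which cannot exclude chance. Unadjusted p ranged from 0.00107 to 0.0426 for the signature and from 0.00556 to 0.0399 for the plasma cell list over the looser filter, doublets kept, no integration and a resolution of 1, and after adjustment the signature passed with doublets kept and without integration, the plasma cell list with doublets kept alone. The plasma cell list lost its p under 0.05 without replicate 1 (p 0.068) or 3 (p 0.102) labelled *Smc3* wt/-, each of which left a single library in that group, assumed to vary like the *Smc3* wt/wt libraries. With all 6 libraries the means were 0.10 (p 0.504) and -0.18 (p 0.261). In the 5 libraries the mean log2 difference, plasma-lineage minus CC-like, was 0.28 for the signature and -0.25 for the plasma cell list. Neither passed the threshold (fry two-sided p 0.665 and 0.596). Whether CB-like cells differ from the other classes was not tested.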
